A study of Mus musculus with 9 samples. Its data were reported in "Targeting of apoptosis gene loci by reprogramming factors leads to selective eradication of leukemia cells" (2019).

How the data were processed

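RNA of sorted MLL-AF9 leukemia cells was hybridised to Affymetrix Mouse Gene 2.0 ST arrays, 1 array per sample, for 3 controls without Dox, 3 samples after 48 h and 3 after 72 h of Dox in the recipient mice. The labels call the replicates biological and do not say whether each came from its own mouse, so p-values measure the spread between these samples. The deposited values are log2 expression values per probe set (transcript cluster), which the authors normalized between arrays. The methods of the study name the oligo package and RMA (background correction, quantile normalization and median polish), whereas the submitters' processing notes name MAS5, with no version given. The values had near-equal quartiles on the 9 arrays and ran on a log2 scale, the form that RMA writes, and the array medians differed from 3.71 to 3.869. They were used as deposited, so that any compression of small signals by the authors' background correction remains in every fold change. Scanner files were not analysed here, and no detection call was used.

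Of 41345 probe sets, 23521 had 1 gene symbol in the platform annotation, 1814 had several and 16010 were not listed there, among them 5333 whose identifiers lie below the first listed one and which may include array controls. Unlisted probe sets and those with several symbols were tested and counted but not named. Entrez identifiers of 23328 single-gene probe sets were found in the RefSeq gene table of mouse (assembly GRCm38.p6), and 0 symbols needed an update. The 1082 genes with over 1 probe set were represented by the probe set with the highest mean over the 9 arrays, leaving 22180 genes. Probe sets of 1 gene, Tsc22d1, disagreed in direction with both past the threshold at 72 h (log2 fold change 0.76 and -0.56). Trp53, Suv39h1 and Suv39h2 were not analysed here.

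Groups were compared with limma (version 3.58.1 in R 4.3.3): a linear model with 1 mean per group over all 9 arrays, no covariate, and moderated statistics from eBayes, with two-sided p-values for 48 h against control, 72 h against control and 72 h against 48 h and a moderated F test over the 3 groups. Adjusted p-values are Benjamini-Hochberg values over all 41345 probe sets, with a threshold of 0.05, as in the study's methods. Fold changes are differences of mean log2 values, given with their standard errors from the model; values after ± for a group are standard deviations over 3 arrays. Lists of pathway genes and of cell type markers were tested with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 48 lists per comparison. Camera with an estimated correlation and fry, which tests whether the genes of a list move one way on balance and does not compare them with other genes, were run beside it. The groups, tests, gene lists, alternatives and the rule for the genes to name were fixed before the data were examined. The named genes are the 4 reprogramming factors, the 10 largest rises and falls at 48 h and at 72 h and the 6 largest between the time points among non-overlapping genes past the threshold, up to 4 members of each list described (those with the smallest p), and genes the study discussed; symbols of predicted genes, loci, small RNAs and receptors of smell were left out of the ranking by their pattern (AF357425 and AF357355 do not carry it). Genes outside this rule are said to be named after their values were seen. One list, of 12 mitochondrial transcripts, had 0 members in the annotation and was void. Under 80% of the fixed members were measured for cholesterol synthesis (73%), T cells (73%) and erythroid cells (53%). Of the marker lists, those of red pulp macrophages and conventional dendritic cells each share 2 genes with another list, and those of plasma cells, NK cells, plasmacytoid dendritic cells, platelets, mast cells and endothelial cells share 1 each. In 6, 6 and 5 lists at 48 h, at 72 h and between the time points, the signs of median, mean and test differed, and 0 of these passed the threshold.

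The procedure was tested on simulated data drawn from the observed means and spreads, with 50 probe sets changed by each of 4 sizes. At 48 h against control it recovered 30%, 98%, 100% and 100% of probe sets changed by 0.5, 1, 2 and 3 on the log2 scale, with 9 false calls; at 72 h against control it recovered 28%, 94%, 100% and 100%, with 5 false calls. Changes of about 0.5 are therefore mostly missed with 3 arrays per group. The simulated noise was independent between probe sets, without variation that genes share, so recovery in the data can be lower. For example, interferon gamma response genes had a median log2 fold change of 1.637 at 72 h, with 1 of 16 past the threshold. A gene not past the threshold is thus not shown to be unchanged. No pair of arrays held identical values. Correlations, covariances and overlaps of calls between the comparisons, which share the controls, were set beside 50 simulations in which no group differed. The simulations of overlaps, and those of correlations with 1 array left out, were added after the data were seen.

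Alternatives were quantile normalization and median centring of the deposited values, removal of probe sets at or below the 40th percentile of mean signal, use of single-symbol probe sets alone, the replicate number as a block, fits on the 2 groups compared, a trended and robust prior, array weights, a minimum absolute log2 fold change of 1, the mean of a gene's probe sets, and leaving out each array in turn. After seeing the data, 3 were added: removal of the 5333 unlisted probe sets with low identifiers, joint removal of control 3 and Dox 72 h 3 (the arrays of their groups with the highest signals of other cells' markers), and median centring for the lists. Gene ontology enrichment, which the study ran on its called genes, was not analysed here.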

Results

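Gene expression was measured in mouse acute myeloid leukemia cells driven by the MLL-AF9 fusion gene, which also carried a cassette of Oct4, Sox2, Klf4 and Myc (OSKM, the reprogramming factors) switched on by doxycycline (Dox). RNA of leukemia cells sorted from the spleen was measured on Mouse Gene 2.0 ST arrays in 3 groups: 3 samples from mice without Dox (control), 3 after 48 h of Dox and 3 after 72 h of Dox. Each array gave 41345 probe sets, with a median log2 signal between 3.71 (Dox 72 h 3) and 3.869 (control 1). The number of arrays per group, 3, limits the precision of every comparison. The control mice received no Dox, so an effect of the drug and an effect of OSKM were not separated by this design. The study reported that leukemia cells in the spleen dropped steeply on Dox and that cKit-positive leukemia stem cells became less frequent. The arrays hold RNA of the cells that remained. A change within cells and a change in which cells remained were therefore not separated for any gene. Arrays are named by group and replicate number, so that Dox 72 h 3 is the third array of the 72 h group.

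The first question was which of the 4 reprogramming factors rose on Dox. Klf4 rose from a log2 signal of 4.83 ± 0.263 (SD, n = 3) in control to 7.85 ± 0.0936 at 48 h and 6.80 ± 0.0863 at 72 h. These were log2 fold changes of 3.02 ± 0.129 (SE, adjusted p = 3.1e-05) and 1.97 ± 0.129 (adjusted p = 0.000827). They correspond to 8.09-fold and 3.92-fold. Klf4 was lower at 72 h than at 48 h by this test (log2 fold change -1.05, adjusted p = 0.028). This call held only without control 2 or control 3 when arrays were left out in turn, and it reached an adjusted p of up to 0.135 without control 1 or any single Dox array. Pou5f1, the gene of Oct4, differed from control by 0.36 at 48 h (adjusted p = 0.522) and by 0.23 at 72 h (adjusted p = 0.532). Sox2 differed by 0.03 (adjusted p = 0.954) and 0.05 (adjusted p = 0.756), at a signal at the 24.4th percentile of all probe sets. Myc, already at 8.28 ± 0.216 in control, differed by -0.14 (adjusted p = 0.81) and -0.07 (adjusted p = 0.819). The signs for Sox2 and for Myc at 72 h changed with the settings given in the closing section. Where the probes lie on each transcript was not analysed here, so transcripts of the cassette and of the endogenous genes were not told apart. By qRT-PCR, the study reported a gradual rise of OSKM expression in the leukemia cells on Dox. The array values of Pou5f1, Sox2 and Myc therefore do not show that these factors were not induced.

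**Figure D1:**
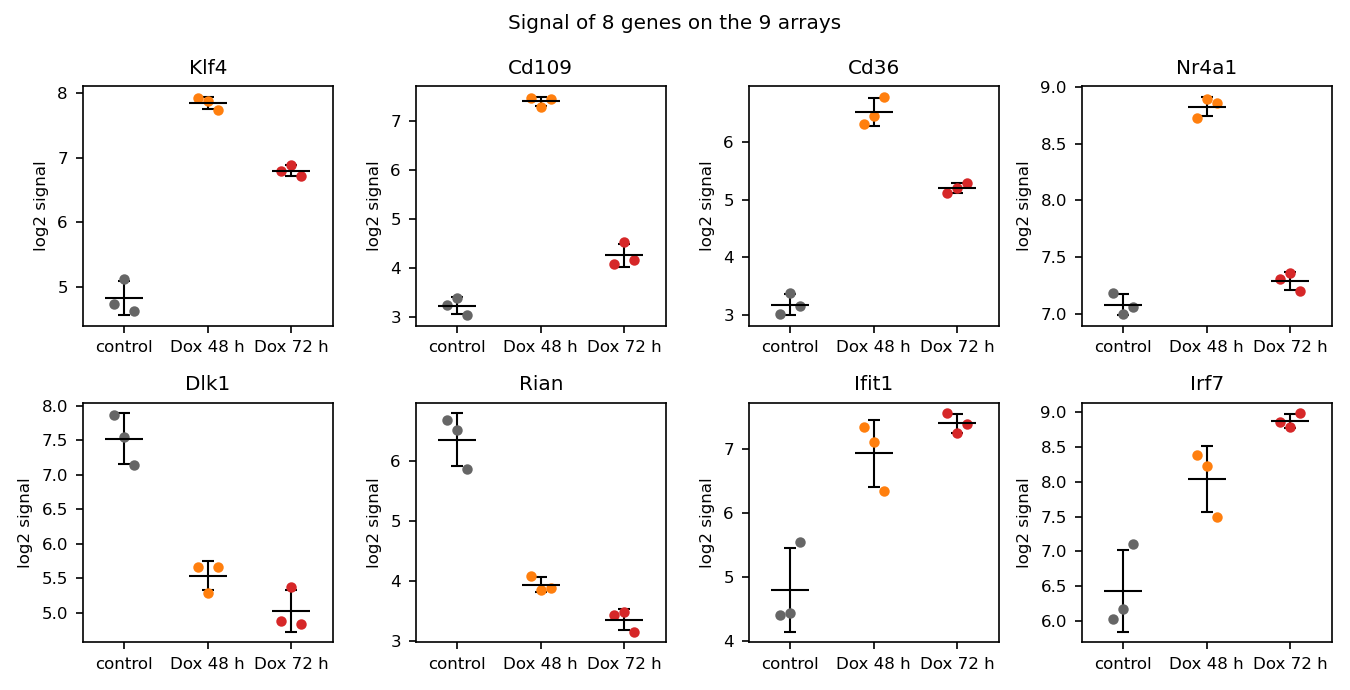
Log2 signal (vertical axis) of Klf4, Cd109, Cd36, Nr4a1, Dlk1, Rian, Ifit1 and Irf7 in the control, Dox 48 h and Dox 72 h groups; each point is 1 array, the bar is the group mean and the whiskers are 1 SD (n = 3). Klf4 lay at 4.83 in control, 7.85 at 48 h and 6.80 at 72 h, and the vertical axes do not start at 0.

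After 48 h of Dox, genes of monocytes rose and genes of neutrophil granules fell. The genes that rose most were Cd109, a membrane-anchored regulator of TGF-beta signaling (log2 fold change 4.16 ± 0.137, 17.9-fold), Clec4a1, a C-type lectin receptor (4.12 ± 0.234), and Nt5e, which makes adenosine from AMP (3.97 ± 0.164). Next came Ace, the angiotensin-converting enzyme (3.47), Cd36, a scavenger receptor (3.35), Pgap1, an enzyme that remodels lipid anchors of proteins (3.33), Klf4, Cd59a, an inhibitor of complement lysis (2.91), Teddm3 (2.71) and Tppp3, a tubulin-binding protein (2.63). Adjusted p of these 10 genes lay between 1.65e-05 (Cd109) and 0.00209 (Teddm3), and all 10 stayed past the threshold whichever 1 array was left out. The largest falls were those of Rian, a long noncoding RNA of the imprinted Dlk1-Dio3 region that hosts small nucleolar RNAs (-2.42 ± 0.204), AF357425, one of those small RNAs (-2.35 ± 0.165), and Far2, a fatty acyl-CoA reductase (-2.32). They were followed by Clec4b2, a C-type lectin (-2.17), Slc13a5, a citrate transporter (-2.03), Dlk1, an imprinted transmembrane protein (-1.99 ± 0.215), Lipg, endothelial lipase (-1.97), Tshr, the thyrotropin receptor (-1.89), Wfdc21 (-1.87) and Fcnb, a ficolin of the complement lectin pathway (-1.80). Their adjusted p ran from 0.000558 (Tshr) to 0.0497 (Clec4b2). The calls of 3 of these falls ended with 1 array left out. That of Slc13a5 ended without Dox 48 h 2 (adjusted p = 0.0505), that of Fcnb without any 1 of the 3 Dox 48 h arrays (up to 0.073), and that of Clec4b2 without any array except Dox 72 h 3 (up to 0.171).

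In all, 463 probe sets were higher and 199 lower at 48 h than in control (limma's moderated test, 396 and 162 named genes), with a median absolute log2 fold change of 0.833 and 0.699. Leaving out 1 array lowered the 463 by over 1.5 times to 292, 220 and 268 without Dox 48 h 1, 2 and 3, and to 227 and 253 without control 1 and 2. The 199 became 82, 69 and 76 without Dox 48 h 1, 2 and 3, 98, 83 and 101 without control 1, 2 and 3. It became 129 without Dox 72 h 2.

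Genes of monocytes and macrophages rose together at 48 h: 8 of 16 measured members passed the test over all probe sets, 13 adjusted over the list alone, and none fell (median log2 fold change 0.654, adjusted p = 4.71e-15). Examples were Ccr2, a chemokine receptor of monocytes (2-fold), Csf1r, the receptor of the growth factor M-CSF (1.02), and Ctss, a lysosomal protease (1.08). Of 17 pattern recognition receptors, 5 rose (9 adjusted over the list alone, median 0.408, adjusted p = 4.38e-07), among them Tlr8 and Tlr13, sensors of microbial RNA (1.66 and 1.32), and Ticam2, an adaptor of Toll-like receptors (1.57). Of 15 leukocyte adhesion genes, 4 rose (8 adjusted over the list alone, median 0.397, adjusted p = 9.23e-06), including the integrin chains Itgb7 (1.82) and Itgal (0.79). Of 12 co-stimulation and checkpoint ligands, 3 rose (6 adjusted over the list alone, median 0.436, adjusted p = 7.92e-07), led by Cd86, a ligand that co-stimulates T cells (2.02). Primary granule genes of neutrophil precursors went the other way, with 5 of 10 lower (8 adjusted over the list alone, median -0.743, adjusted p = 2.12e-11): Ms4a3, a granulocyte progenitor gene (-1.29), Gfi1, a transcription factor of granulocytes (-1.02), and the granule proteases Elane (-0.84) and Prtn3 (-0.58). These 5 lists were the ones whose calls held with an estimated correlation (adjusted p = 0.0291 for the 4 that rose and 0.0491 for primary granules), and no list did so in the other comparisons. The members given above kept their calls with any 1 array left out, but other members among the 4 with the smallest p did not. The calls of Cybb and Cd48 held in 7 of 9 such fits (adjusted p up to 0.0568 and 0.0523) and that of Selplg in 3 (up to 0.0991). Those of Clec7a and Itgb1 held in 2 (up to 0.101 and 0.122) and that of Pvr in 1 (up to 0.139). No list of markers of other cell types passed at 48 h.

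Interferon-stimulated genes were higher at 48 h as a list (type I interferon response, median 0.929, adjusted p = 4.94e-17, adjusted p = 0.219 with an estimated correlation). Of 21 members, 3 rose over all probe sets and 16 adjusted over the list alone. The 3 were Oas3, an RNA-sensing antiviral enzyme (1.48), Ifit1, an inhibitor of viral RNA translation (2.13), and Mx1, an antiviral GTPase (0.90). Oas3 lost its call without control 1 or Dox 48 h 2 (adjusted p up to 0.0539). Ifit1 lost it without control 1 or 2, Dox 48 h 1 or 2 or Dox 72 h 1 or 2 (up to 0.103). Mx1 lost it without those arrays or control 3 (up to 0.154) as well as after quantile normalization (0.062) and median centring (0.0511). The interferon gamma response was also higher as a list (median 1.13, adjusted p = 1.13e-06, 0 of 16 rose, 2 adjusted over the list alone, adjusted p = 0.457 with an estimated correlation). MHC class I presentation had a median of 0.429 (adjusted p = 6.14e-05, 0 of 11 rose, 0 adjusted over the list alone, adjusted p = 0.535 with an estimated correlation). Dox 48 h 3 stood apart in both lists, with a mean signal below that of control 3 (5.32 against 5.49 for interferon gamma response and 8.88 against 9.12 for MHC class I presentation). For the type I interferon list it was at 6.51, against 7.27 and 7.05 on the other 48 h arrays and 6.28 on control 3.

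Immediate early genes rose as a list (median 0.65, adjusted p = 2.44e-07, 2 of 13 rose, 3 adjusted over the list alone, adjusted p = 0.219 with an estimated correlation), led by the nuclear receptor Nr4a1 (1.75). Lysosome and phagocytosis genes had a median of 0.192 (adjusted p = 9.23e-06, 1 of 15 rose, Cd36, and 3 adjusted over the list alone, adjusted p = 0.119 with an estimated correlation). Targets of p53 had a median of 0.185 (adjusted p = 0.000146, 2 of 20 rose, 6 adjusted over the list alone, adjusted p = 0.306 with an estimated correlation). They were Trp53inp1, a cofactor of p53-dependent cell death (1.47), and Btg2, an antiproliferative gene (1.58), whose call ended without any array but Dox 72 h 1 or Dox 72 h 3 (adjusted p up to 0.171) and after median centring (0.0507). Bbc3, the pro-apoptotic gene of PUMA, which the study discussed, differed by 0.10 at 48 h (adjusted p = 0.895) and 0.18 at 72 h (adjusted p = 0.567). Kdm3a, a demethylase of histone H3 lysine 9, differed by 0.29 (adjusted p = 0.227) and 0.16 (adjusted p = 0.422), and Setdb1, a methyltransferase of the same residue, by -0.10 (adjusted p = 0.745) and -0.18 (adjusted p = 0.26). The study measured PUMA as protein, and the RNA of Kdm3a and Setdb1 in culture at earlier times. These array values are therefore not a like comparison with its results. Death receptors and caspases had a median of 0.205 (adjusted p = 0.000469, 1 of 20 rose, 2 adjusted over the list alone, adjusted p = 0.391 with an estimated correlation).

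Smaller shifts completed the 48 h picture. Ribosome biogenesis and MYC targets were lower as a list (median -0.126, adjusted p = 0.000451), with 0 of 19 members past the test over all probe sets or adjusted over the list alone (adjusted p = 0.543 with an estimated correlation). DNA replication (-0.108, adjusted p = 0.00169, 0 of 20, adjusted p = 0.571 with an estimated correlation) and mitosis (-0.093, adjusted p = 0.00989, 0 of 19, adjusted p = 0.543 with an estimated correlation) were lower with no member past either test. Cholesterol synthesis was lower as well (-0.144, adjusted p = 0.0314, 0 of 11 over all probe sets, 1 adjusted over the list alone, adjusted p = 0.571 with an estimated correlation). Secondary granule and mature neutrophil genes had a median of -0.375 (adjusted p = 0.0304, 1 of 15 fell and 1 rose, 4 and 2 adjusted over the list alone, adjusted p = 0.554 with an estimated correlation). The one that rose was Ly6g, a surface antigen of neutrophils (1.19). The reprogramming factors passed as a list, with Klf4 the only member that rose (adjusted p = 0.0238, 1 of 4 rose, also 1 adjusted over the list alone, adjusted p = 0.219 with an estimated correlation). NF-kB targets (0.275, adjusted p = 0.0101, 1 of 12 rose, 4 adjusted over the list alone, adjusted p = 0.27 with an estimated correlation) were higher. MHC class II presentation (0.263, adjusted p = 0.0432, 0 of 8 in both counts, adjusted p = 0.571 with an estimated correlation) and heat shock (0.102, adjusted p = 0.0432, 0 of 9 in both counts, adjusted p = 0.585 with an estimated correlation) were higher as well. Calls among these lists that ended with 1 array left out were those of reprogramming factors (without Dox 48 h 1, adjusted p = 0.0538) and of NF-kB targets and DNA replication (without control 2, 0.115 and 0.0657). Others were those of mitosis and secondary granules (without control 2 or Dox 48 h 1, each up to 0.106), cholesterol synthesis (without control 2 or Dox 48 h 2, up to 0.296), MHC class II (without control 1 or 2 or Dox 48 h 1 or 2, up to 0.193) and heat shock (without any control or Dox 48 h 1, up to 0.51). The heat shock list also missed the threshold after quantile normalization (adjusted p = 0.0543), and so did the heat shock list and the MHC class II presentation list after median centring (both 0.0781). With dim probe sets removed, the calls of these lists (both 0.0954), secondary granules (0.0529) and cholesterol synthesis (0.0562) ended. The other 27 lists, among them the pluripotency network, epithelial genes, the MLL-AF9 program, glycolysis and the germ layer genes, did not pass (adjusted p from 0.0574 to 0.912).

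**Figure D2:**
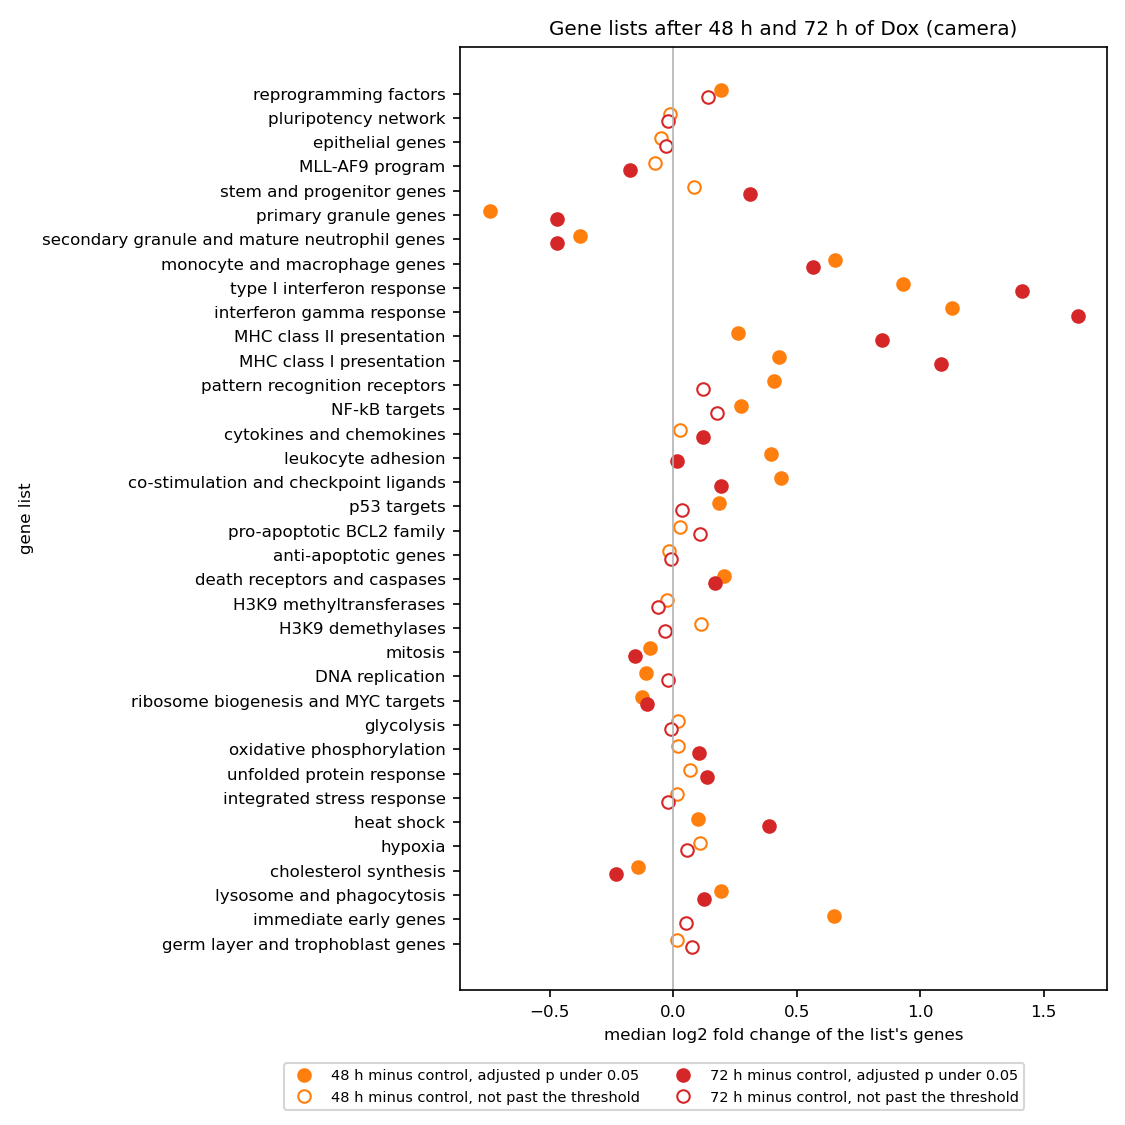
Median log2 fold change (horizontal axis) of the genes of each pathway list at 48 h and 72 h of Dox against control; filled points mark lists with an adjusted p under 0.05 by camera and open points the others. The type I interferon list lies at 0.929 at 48 h and 1.41 at 72 h, and primary granule genes lie at -0.743 and -0.47.

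After 72 h of Dox, interferon-stimulated genes led the rises. They included Usp18, which removes ISG15 from proteins (log2 fold change 3.43 ± 0.483, 10.8-fold), and Oasl2, a relative of the antiviral oligoadenylate synthetases (3.25 ± 0.639). Rtp4 (2.81), Ly6i (2.66), Ifit1 (2.61 ± 0.348), Zbp1, a sensor of Z-form nucleic acids (2.58), Ifi204 (2.52) and Irf7, a transcription factor of interferon genes (2.43 ± 0.311), followed. Ms4a4c (2.36 ± 0.245) and H2-Aa, a chain of MHC class II (2.27), completed the 10 largest rises, with adjusted p from 0.0048 (Ms4a4c) to 0.0475 (H2-Aa). The largest falls were those of AF357425 (-3.80 ± 0.165, 13.9-fold), AF357355, also a small nucleolar RNA (-3.42 ± 0.279), and Rian (-2.99 ± 0.204). Next came Chil3, a chitinase-like protein of myeloid cells (-2.87), Dlk1 (-2.49 ± 0.215), Slco4c1, an organic anion transporter (-2.49), Lipg (-2.17), Wfdc21 (-1.99), Rnase2a, a granule ribonuclease (-1.89), and Il1f9, a cytokine of the IL-1 family (-1.87), with adjusted p of the 10 from 8.96e-05 (AF357425) to 0.0202 (Chil3). AF357425, AF357355, Rian and Dlk1 lie in the Dlk1-Dio3 region, where 4 of 19 genes with signal above the dim filter fell and 15 did not pass. Of the 10 rises, Irf7 and Ms4a4c stayed past the threshold whichever 1 array was left out. The call of Ifit1 ended without control 1 (adjusted p = 0.0529) and of Usp18 without control 1 or 2 or Dox 72 h 3 (up to 0.0667). That of Ifi204 ended without those or Dox 72 h 1 or 2 (up to 0.0946) and that of Ly6i without any control, Dox 48 h 2 or Dox 72 h 2 or 3 (up to 0.126). Those of Oasl2 and Zbp1 ended without any array but control 3 or Dox 48 h 3 (up to 0.149 and 0.13), that of Rtp4 without any array but control 3 (up to 0.127) and that of H2-Aa without any array but Dox 72 h 1 (up to 0.157). Of the 10 falls, the call of Slco4c1 ended without control 2 (0.0533) and of Chil3 without any control or Dox 72 h 1 or 3 (up to 0.0825).

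In all, 479 probe sets were higher and 549 lower at 72 h than in control (400 and 295 named genes), with a median absolute log2 fold change of 0.715 and 0.813. Centring each array on its median turned the split of 479 to 549 (46.6% higher) into 633 to 398 (61.4% higher), so the balance of rises and falls at 72 h depended on the scaling. The 479 became 131, 166 and 318 without control 1, 2 and 3, 276 without Dox 48 h 2, and 220 and 238 without Dox 72 h 2 and 3. The 549 became 138, 199 and 267 without control 1, 2 and 3, 311 and 298 without Dox 48 h 2 and 3, and 258 and 230 without Dox 72 h 2 and 3. With control 3 and Dox 72 h 3 both left out, an alternative chosen after seeing the data, 171 were higher and 128 lower.

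Type I interferon response genes rose at 72 h, with 15 of 21 past the test over all probe sets and 20 adjusted over the list alone (median 1.41, adjusted p = 8.28e-21, adjusted p = 0.225 with an estimated correlation). Examples with the smallest p were Oasl1 (1.58), Oas3 (1.74) and Irf7. Genes of the interferon gamma response followed (median 1.637, adjusted p = 1.59e-09, 1 of 16 rose, 13 adjusted over the list alone, adjusted p = 0.267 with an estimated correlation). The one past the test was Cxcl9, a chemokine for T cells (2.27), lost without any array but Dox 48 h 1 or 3 (adjusted p up to 0.153). MHC class I presentation rose (median 1.086, adjusted p = 9.04e-10, 5 of 11, 10 adjusted over the list alone, adjusted p = 0.267 with an estimated correlation), with H2-T23, a nonclassical class I molecule (1.47), and Psmb10, a subunit of the immunoproteasome (1.28). MHC class II presentation rose (median 0.845, adjusted p = 1.86e-07, 3 of 8, 8 adjusted over the list alone, adjusted p = 0.267 with an estimated correlation), with H2-DMa, which loads peptide onto class II (0.79). These 3 single genes lost their calls without control 1 or 2 and further arrays. H2-T23 lost its call also without Dox 72 h 2 (adjusted p up to 0.0902), H2-DMa also without Dox 72 h 2 or 3 (up to 0.0946), and Psmb10 also without Dox 48 h 2 or any Dox 72 h array (up to 0.113). The mean signal of the class II list was 7.06 on Dox 72 h 3 against 6.32 and 6.55 on the other two 72 h arrays, while that of the type I interferon list was 7.45 against 7.39 and 7.41.

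The monocyte and granule changes were seen again at 72 h. Of 16 monocyte and macrophage genes, 6 rose (8 adjusted over the list alone, median 0.565, adjusted p = 2.45e-07, adjusted p = 0.225 with an estimated correlation), with Irf8, a transcription factor of monocytes (1.28), Ctss (1.19) and Ccr2 (0.84). Of 10 primary granule genes, 4 fell (5 adjusted over the list alone, median -0.47, adjusted p = 3.95e-06, adjusted p = 0.225 with an estimated correlation), with Ms4a3 (-1.02) and Elane (-0.64). Of 15 secondary granule and mature neutrophil genes, 4 fell and none rose (6 and 1 adjusted over the list alone, median -0.471, adjusted p = 0.00127, adjusted p = 0.267 with an estimated correlation), with Lcn2, an iron-sequestering granule protein (-1.06). Co-stimulation and checkpoint ligands were higher (median 0.193, adjusted p = 0.00289, 2 of 12 rose, 5 adjusted over the list alone, adjusted p = 0.225 with an estimated correlation), with Cd48, an adhesion receptor of leukocytes (1.21). Lysosome and phagocytosis genes were higher (median 0.123, adjusted p = 0.00796, 4 of 15 rose, 7 rose and 3 fell adjusted over the list alone, adjusted p = 0.267 with an estimated correlation), with Cd36 (2.03) and Npc2, a lysosomal cholesterol carrier (0.69). Stem and progenitor genes had a median of 0.311 (adjusted p = 0.0105, 1 of 11 rose, Cd93, a receptor of early progenitors, by 0.72, 5 rose and 1 fell adjusted over the list alone, adjusted p = 0.225 with an estimated correlation). Their mean signal was 7.63 on Dox 72 h 3 against 7.33 and 7.22 on the other two. The MLL-AF9 program was lower (median -0.174, adjusted p = 0.0203, 1 of 14 fell, 4 fell and 1 rose adjusted over the list alone, adjusted p = 0.451 with an estimated correlation). Its fallen member was Eya1, a phosphatase and transcriptional coactivator (-0.52), whose call ended without any control or any Dox 72 h array (adjusted p up to 0.0999). The list itself missed the threshold without control 1 or Dox 72 h 3 (up to 0.0726).

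Further lists moved by less at 72 h. Heat shock (median 0.387, adjusted p = 0.00366, 0 of 9 rose, 5 adjusted over the list alone, adjusted p = 0.436 with an estimated correlation) was higher. So were oxidative phosphorylation (0.106, adjusted p = 0.00756, 0 of 16, 2 adjusted over the list alone, adjusted p = 0.528 with an estimated correlation) and the unfolded protein response (0.137, adjusted p = 0.0109, 0 of 14 in both counts, adjusted p = 0.524 with an estimated correlation). The same held for death receptors and caspases (0.17, adjusted p = 0.0102, 1 of 20 rose, 6 rose and 1 fell adjusted over the list alone, adjusted p = 0.436 with an estimated correlation). Cytokines and chemokines were higher (0.121, adjusted p = 0.0109, 2 of 25 rose, 4 adjusted over the list alone, adjusted p = 0.316 with an estimated correlation). Leukocyte adhesion was higher too (0.017, adjusted p = 0.0426, 3 of 15 rose, 6 adjusted over the list alone, adjusted p = 0.267 with an estimated correlation), where Itgb7 was higher by 1.94. Mitosis (-0.155, adjusted p = 0.00454, 0 of 19 in both counts, adjusted p = 0.406 with an estimated correlation) was lower. Ribosome biogenesis (-0.107, adjusted p = 0.00796, 0 of 19, 1 fell adjusted over the list alone, adjusted p = 0.528 with an estimated correlation) and cholesterol synthesis (-0.23, adjusted p = 0.00669, 0 of 11, 1 fell adjusted over the list alone, adjusted p = 0.436 with an estimated correlation) were lower. Calls that ended with 1 array left out were those of oxidative phosphorylation (without Dox 72 h 3, adjusted p = 0.0611), the unfolded protein response and death receptors (without Dox 72 h 2, 0.0817 and 0.0787), and cytokines (without control 2 or Dox 72 h 2, up to 0.0696). Others were those of ribosome biogenesis (without Dox 72 h 1, 0.0989), cholesterol synthesis (without control 2, 0.0551) and leukocyte adhesion (without control 2 or 3 or Dox 72 h 1 or 2, up to 0.158). The leukocyte adhesion list also missed the threshold after quantile normalization (0.109), median centring (0.156) and removal of dim probe sets (0.0781), and the unfolded protein response list after quantile normalization (0.0702). The other 23 lists did not pass (adjusted p from 0.0549 to 0.924), among them the reprogramming factors, pattern recognition receptors, NF-kB targets, p53 targets, immediate early genes and both BCL2 family lists.

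Markers of other blood cells moved with the 72 h group. The lists of B cells (median 0.225), plasma cells (0.453), conventional dendritic cells (0.452), platelets and megakaryocytes (0.429) and NK cells (0.215) were higher than in control, each with an adjusted p of 0.0109. With an estimated correlation the adjusted p was 0.466 for B cells, 0.513 for platelets and 0.267 for each of the other 3. Few single genes passed, 1 of 11 for B cells (1 adjusted over the list alone), 1 of 8 for plasma cells (3), 1 of 10 for NK cells (1), 0 of 9 for dendritic cells (2) and 0 of 9 for platelets (1). They were Cd79b, a chain of the B cell receptor (0.68), Sdc1, a surface proteoglycan of plasma cells (0.64), and Klrk1, an activating receptor of NK cells (0.90). Cd79b lost its call without any array but Dox 72 h 1 or 3 (adjusted p up to 0.121), and Sdc1 lost it with the mean of its 2 probe sets (0.06), where its change was 0.298 in place of 0.64. Without Dox 72 h 3 the calls of B cells (adjusted p = 0.102), plasma cells (0.0569), platelets (0.0611) and dendritic cells (0.077, the highest of the fits without 1 array, and the call was also lost without control 2) ended, and that of NK cells did not end without any 1 array. The platelet and megakaryocyte list also missed the threshold after median centring (0.0737). Dox 72 h 3 carried mean marker signals of 4.94 for T cells against 4.05 and 3.94 on the other two 72 h arrays, 5.53 for erythroid cells against 4.46 and 4.44, and 5.91 for platelets against 4.81 and 4.77. Among the controls, control 3 was highest for erythroid cells (5.04) and T cells (4.49). Of the leukemia genes, Hoxa9 was at 9.33 on Dox 72 h 3 against 9.61 and 9.72 on the other two, and Meis1 at 9.46 against 9.96 and 9.95. These are 2 of the 14 measured members of the MLL-AF9 program. The mean signal of the whole list was 8.5 on Dox 72 h 3 against 8.64 and 8.59, and it was 8.49 on Dox 48 h 1.

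**Figure D3:**
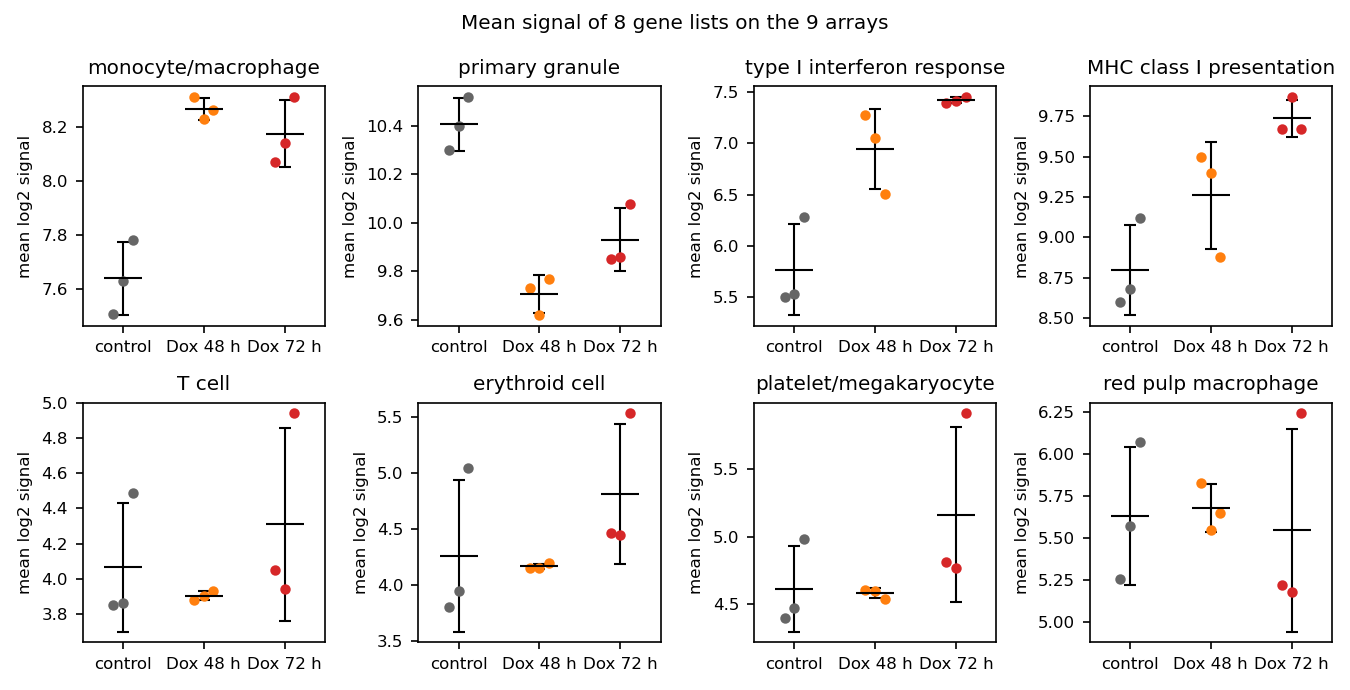
Mean log2 signal (vertical axis) of 8 gene lists on each array of the control, Dox 48 h and Dox 72 h groups; each point is 1 array, the bar is the group mean and the whiskers are 1 SD (n = 3). The type I interferon list lies between 7.39 and 7.45 on the 72 h arrays, whereas the T cell list lies at 4.94 on Dox 72 h 3 and at 4.05 and 3.94 on the other two; the vertical axes do not start at 0.

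The comparison of 72 h with 48 h asked which changes differed between the time points. The genes that had risen most by 48 h were lower again at 72 h: Cd109 (-3.14 ± 0.137, adjusted p = 0.000417), Pgap1 (-2.75 ± 0.147), Tppp3 (-2.54 ± 0.201), Nt5e (-2.51 ± 0.164) and Clec4a1 (-2.19 ± 0.234), together with Fn1, the matrix protein fibronectin (-2.62 ± 0.217). Nr4a1 fell by 1.54 on the log2 scale (adjusted p = 0.000555), Cd86 by 1.29 (adjusted p = 0.00621) and Cd36 by 1.31 (adjusted p = 0.0185). Klrk1 was higher at 72 h than at 48 h (0.95, adjusted p = 0.028). In all, 3 probe sets were higher and 86 lower (64 named genes lower), with 2155 and 2917 at an unadjusted p under 0.05. The named genes among the 3 were Klrk1 and BC035044 (0.54, adjusted p = 0.0426), the latter named after its value was seen. The call of BC035044 ended whichever 1 array was left out (up to 0.183) and after median centring (0.0596), and that of Klrk1 ended without any array but Dox 48 h 1 (up to 0.135). That of Clec4a1 ended without any 1 Dox array (up to 0.0967) and that of Cd36 without Dox 48 h 2 or any Dox 72 h array (up to 0.0798). The 86 became 17 and 25 without Dox 48 h 2 and 3, 14, 31 and 13 without Dox 72 h 1, 2 and 3, and 39, 38 and 55 without control 1, 2 and 3. The 3 higher became 0 without Dox 72 h 1 and 1 without control 1, Dox 48 h 2 or 3, or Dox 72 h 2 or 3.

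Antigen presentation lists were higher at 72 h than at 48 h and immediate early genes lower, although each call was lost with an estimated correlation. MHC class II presentation was higher at 72 h than at 48 h (median 0.571, adjusted p = 1e-05, 0 of 8 passed over all probe sets and 8 adjusted over the list alone, adjusted p = 0.465 with an estimated correlation). MHC class I presentation was higher too (0.528, adjusted p = 5.81e-05, 0 of 11, 3 adjusted over the list alone, adjusted p = 0.465 with an estimated correlation). The type I interferon response (0.379, adjusted p = 0.000334, 0 of 21, 1 adjusted over the list alone, adjusted p = 0.584 with an estimated correlation) and the stem and progenitor genes (0.228, adjusted p = 0.00162, 0 of 11, 5 adjusted over the list alone, adjusted p = 0.279 with an estimated correlation) were higher too. Immediate early genes (-0.327, adjusted p = 0.000219, 1 of 13 fell, Nr4a1, also 1 adjusted over the list alone, adjusted p = 0.465 with an estimated correlation) and pattern recognition receptors (-0.179, adjusted p = 0.00614, 3 of 17 fell, 4 fell and 1 rose adjusted over the list alone, adjusted p = 0.279 with an estimated correlation) were lower. The 3 receptors were Tlr8 (-1.28), Clec4e, a receptor of microbial glycolipids (-1.03), and Tlr13 (-1.20). Tlr8 lost its call without any array but Dox 48 h 1 (adjusted p up to 0.118), Clec4e without any but control 3 or Dox 72 h 2 (up to 0.141), and Tlr13 whichever 1 array was left out (up to 0.183) and after quantile normalization (0.0557). In total, 15 lists were higher and 7 lower. The medians of all 22 are given in the closing section. The other 26 lists did not pass (adjusted p from 0.0572 to 0.777). Of the lists higher at 72 h, the calls of erythroid cells and platelets ended without Dox 72 h 3 (adjusted p = 0.204 and 0.0783), and those of T cells and conventional dendritic cells without that array or Dox 48 h 1 (up to 0.309 and 0.184).

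The calls at 48 h and at 72 h were set side by side. Of the probe sets higher at 48 h and at 72 h, 214 were in both sets, where independent sets of 463 and 479 would share 5.36. Of those lower, 138 were in both, where independent sets would share 2.64. Independent sets leave out the shared controls. In 50 simulations of unchanged groups with these controls, which leave out the effects, 0 probe sets were called in both. Without effects hardly any probe set can pass in either comparison, so this 0 cannot size the part due to shared controls. One gene was called in opposite directions, Pi16, a peptidase inhibitor (0.61 at 48 h, adjusted p = 0.0296, -0.63 at 72 h, adjusted p = 0.0249), named after its values were seen. Its call at 48 h ended without any array but Dox 72 h 2 or 3 (up to 0.115) and at 72 h without any control or Dox 72 h 1 (up to 0.0925). Across all probe sets the log2 fold changes of both times correlated with r = 0.609 (Spearman's rho 0.511), where 50 simulations of unchanged groups sharing the same 3 controls gave a mean of 0.5 (0.483 to 0.52). Without Dox 48 h 1 the correlation was 0.435 (simulated 0.419 to 0.466), and without control 1 it was 0.592 (simulated 0.58 to 0.625), so in both cases it lay within the simulated range. Probe sets are not independent replicates. The covariance was 0.0569 against 0.0164 in the simulations, a difference of 0.0404. With 1 array left out, this difference ran from 0.0257 (without Dox 48 h 1) to 0.0533 (without control 3). The 3 controls cannot be split so that each part keeps 2, so part of the overlap may come from the shared controls. Over the 3 groups together, limma's moderated F test called 927 probe sets (682 named genes), a count that became 325, 396 and 502 without control 1, 2 and 3, 445 and 520 without Dox 48 h 2 and 3, and 557 without Dox 72 h 2. It was 314 with control 3 and Dox 72 h 3 both left out.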

Values the study reported

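In the study's own enrichment result, immune terms accounted for 8 of the 15 leading pathways. The study then treated leukemic mice that lack T and B cells, with NK cells blocked or macrophages depleted, and most still survived on Dox. From this it proposes that immune cells are not mainly responsible for the loss of leukemia cells.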

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

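The tests of other cells' markers on the third 72 h array, of marker genes and array splits for interferon, and all tests of the Dlk1-Dio3 genes were chosen only after the result was seen, as were the genes Pi16 and BC035044. Median centring of the lists was also added only after the data were seen.

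What drew attention here was a difference between the effects of Dox at 48 h and at 72 h, tested by the comparison of both groups: 3 probe sets were higher and 86 lower at 72 h. Genes that had risen by 48 h were lower at 72 h: Cd109 (-3.14), Pgap1 (-2.75), Tppp3 (-2.54), Nt5e (-2.51), Clec4a1 (-2.19), Teddm3 (-1.88), Nr4a1 (-1.54), Cd59a (-1.47), Trp53inp1 (-1.44), Cd36 (-1.31), Ace (-1.29), Cd86 (-1.29), Tlr8 (-1.28), Tlr13 (-1.2) and Klf4 (-1.05), and so were Fn1 (-2.62), AF357425 (-1.45), Pi16 (-1.24), Clec4e (-1.03) and Cd14 (-0.96). Klrk1 (0.95) and BC035044 (0.54) were higher. Several calls ended with 1 array left out. That of Cd14 ended without any array but Dox 72 h 2 (adjusted p up to 0.119), Ace without any but Dox 48 h 3 (up to 0.103), Teddm3 without control 3 or any Dox array (up to 0.174) and AF357425 without control 2 or any Dox array (up to 0.102). That of Trp53inp1 ended without control 1 or 2, Dox 48 h 1 or any Dox 72 h array (up to 0.109) and Cd59a without Dox 48 h 2 or 3 (up to 0.0567). All 22 list calls that follow were lost with an estimated correlation, with an adjusted p of 0.279 for stem and progenitor genes and pattern recognition receptors. It was 0.584 for type I interferon response, DNA replication, T cells, B cells, erythroid cells and platelets, 0.585 for interferon gamma response and oxidative phosphorylation, and 0.465 for the others. Among lists, the median was higher for interferon gamma response (0.6), MHC class II (0.57) and class I presentation (0.53), platelets and megakaryocytes (0.47), erythroid cells (0.44), type I interferon response (0.38), mast cells and basophils (0.33), T cells (0.3), stem and progenitor genes (0.23), B cells (0.22), NK cells (0.19), primary granule genes (0.18), conventional dendritic cells (0.1), oxidative phosphorylation (0.1) and DNA replication (0.09). It was lower for immediate early genes (-0.33), secondary granule and mature neutrophil genes (-0.28), pattern recognition receptors (-0.18), leukocyte adhesion (-0.14), the integrated stress response (-0.13), H3K9 demethylases (-0.11) and p53 targets (-0.09). The calls of interferon gamma response and leukocyte adhesion ended without Dox 48 h 3 or Dox 72 h 2 (adjusted p up to 0.441 and 0.0537), and those of p53 targets and DNA replication without Dox 72 h 1 (0.174) and Dox 72 h 2 (0.0537). Those of oxidative phosphorylation (without Dox 48 h 2 or 3 or Dox 72 h 3, up to 0.25), the integrated stress response (without Dox 48 h 1 or Dox 72 h 1, up to 0.211), H3K9 demethylases (without control 1, Dox 48 h 3 or Dox 72 h 2 or 3, up to 0.104), B cells (without any Dox 48 h array or Dox 72 h 3, up to 0.289) and NK cells (without Dox 48 h 1, 0.054) ended too. Other calls ended for primary granule genes (0.0831) and B cells (0.0568) after quantile normalization, T cells (0.0566) and B cells (0.0981) after median centring, and leukocyte adhesion (0.065), the integrated stress response (0.065), NK cells (0.0805) and B cells (0.317) with dim probe sets removed.

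The third 72 h array stood apart from the other two. All 10 haematopoietic marker lists were higher on it than on both others, which fits other cells of the spleen in that sample; control 3 exceeded both other controls in 9 of 10. Its mean change along the 48 h direction exceeded the mean of the other 72 h arrays by 0.009, so no stronger response was seen in the probe sets called at 48 h. The genes that had risen most by 48 h were lower again at 72 h, so this score cannot decide on a stronger response at 72 h. The array's distance from its group mean was 0.266 as deposited and 0.267 after quantile normalization, against 0.215 for the next array after it. The deposited values had already been normalized between arrays, so this step could change little. It cannot decide whether the raw intensities of that array, which were not analysed, played a part. Whether other cells were present, which they were and how they passed the sorting stay open.

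Interferon genes were higher at 72 h as a list (median 1.41 ± 0.28, SE), a call lost with an estimated correlation (adjusted p = 0.225). A larger share of red pulp macrophages in the Dox samples does not explain this. Their marker genes, with a median control signal of 5.44, had a median log2 change of 0.087 ± 0.104 (SE, n = 12). The markers cannot tell whether interferon genes rose within macrophages already present, which stays open. All markers were first tested together (median 0.21, n = 69). The split by cell type and the rule on control signal were chosen after the values were seen. Lymphoid, erythroid, platelet or basophil cells stay open. The median change of their markers was 0.246 ± 0.0462 (n = 57), but their median control signal, 3.86, lay near that of all probe sets, 3.85. Car2 (2.07), Gzmb (1.70), Pf4 (1.53), Gzma (1.47) and Cpa3 (1.45) rose as much as the interferon list, none past the threshold. They were picked from the 57 after their values were seen. Gzma (5.81 against 3.93 and 3.09) and Pf4 (6.96 against 4.77 and 4.78) were far higher on Dox 72 h 3 than on the other 72 h arrays. Car2 was at 8.01 on control 3 already. The interferon list was even on the 72 h arrays (7.39, 7.41 and 7.45). A state of single mice stays open: 1 of 84 splits of the 9 arrays into 6 and 3, the real one, gave a difference in list mean of 1.41 or more (highest other split 1.29, lowest Dox array 6.51, highest control 6.28), but the list was picked for this test because it was higher with Dox, so the count restates the pattern. Activated host monocytes or dendritic cells, which the sorting of leukemia cells should have removed, and an effect of Dox without OSKM stay open and were not tested.

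Genes of the imprinted Dlk1-Dio3 region were tested first as a neighbourhood of 19 genes (4 fell at both times; 0 of 20 flanking genes fell), whose median log2 change at 72 h, -0.24 ± 0.213 (SE), was too near 0 to decide on any cause. Only after that outcome were the tests tried on the 4 genes that fell, Dlk1, Rian, AF357425 and AF357355, whose smallest fall at 72 h was -2.49. Dilution of leukemia cells by other cells does not by itself explain these 4 falls, since it would lower genes of the MLL-AF9 program as well. Their median was -0.174 ± 0.117 (SE, n = 14), and they ran from -0.663 to 0.795. Not all of them are confined to leukemia cells, as Flt3 is also on the list of conventional dendritic cells. A general loss of small nucleolar RNA signal does not explain the 4 falls either, as 70 such genes elsewhere had a median of 0.455 ± 0.0369. Regulation of the 4 genes by OSKM or by Dox, and a loss of leukemia cells that expressed them, stay open and were not tested.

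Other splits of the arrays were tried. For the F test, 1 of 100 splits, the real one, reached its count, and the highest other gave 197. For each comparison of 2 groups, 1 of 10 splits, the real one, reached its count and the highest other gave 0, and 10 splits cannot give a share under 0.1.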

How the results depend on the processing

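Removal of low unlisted probe sets, joint removal of control 3 and Dox 72 h 3, and median centring of lists were chosen only after the data were seen. With the replicate block the calls fell to 254 higher and 73 lower at 48 h, 133 and 125 at 72 h, 0 and 11 between the times and 289 by the F test; replicate numbers are not said to pair samples, and 4 of 9 arrays correlated best with their own number (2 of 9 pairs over 0.1), so the replicate block is a check only. With 2 groups per fit the counts were 276 and 113, 184 and 186, and 17 lower between the times, from fewer residual degrees of freedom; with a log2 fold change of at least 1 they were 173 and 46, 142 and 204, and 1 and 52. Without control 3 and Dox 72 h 3, 109 were lower at 48 h, 171 higher and 128 lower at 72 h, 0 and 10 differed between the times and 314 by the F test. Between the times, removal of dim probe sets gave 10 and 145, single-symbol probe sets 19 and 166 (and 720 higher at 72 h) and removal of low unlisted ones 15 and 139, from fewer tests; quantile normalization gave 5 higher, and a trended robust prior and array weights 6 each. Spearman's correlation was 0.511. With an estimated correlation 4 lists were higher and 1 lower at 48 h, and 0 in the other comparisons. By fry, 10 were higher and 1 lower at 48 h, 14 higher and 2 lower at 72 h, and 1 higher and 4 lower between the times.

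Leaving out 1 array gave 220 to 496 higher and 69 to 220 lower at 48 h, 131 to 375 and 138 to 476 at 72 h, 0 to 3 and 13 to 60 between the times, 325 to 744 by the F test and a correlation of 0.435 to 0.685. Lists higher and lower numbered 12 to 16 and 3 to 7, 15 to 21 and 5 to 6, and 9 to 16 and 5 to 9. Signs changed only for values not past the threshold: Myc at 72 h (0.02 by median centring, 0.04 without control 3 and Dox 72 h 3, 0.051 without control 3, -0.157 without control 1), Bbc3 between the times (-0.014 by array weights, -0.056 without Dox 72 h 3 or without control 3 and Dox 72 h 3 together, 0.176 without Dox 48 h 2), and Sox2 at 48 h (-0.02 without control 3 or with that pair left out, -0.002 without Dox 48 h 2, 0.066 without Dox 48 h 3), at 72 h (0 with that pair left out) and between the times (-0.014 without Dox 48 h 3, 0.054 without Dox 48 h 2); the cause was not tested. Of named gene results, 102 kept and 70 lost their side of the threshold with the replicate block, 116 and 56 with 2 groups per fit, 110 and 58 without control 3 and Dox 72 h 3, 167 and 5 by quantile normalization, 166 and 5 by median centring, and 1126 and 417 over all fits without 1 array. Of list results, 5 kept and 63 lost it with an estimated correlation, 28 and 40 by fry, 59 and 9 without dim probe sets, 61 and 7 without control 3 and Dox 72 h 3, 66 and 2 with the replicate block, 63 and 5 by quantile normalization, 62 and 6 by median centring, and 551 and 61 over all fits without 1 array. Signals near background limit the detection of small changes.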

Other observations

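The genes below were picked for mention after their values were seen.

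Some genes moved apart from their list. Kit, the receptor of stem cell factor, fell at 48 h (-1.36, adjusted p = 0.00261) while Cd93 rose (0.56, adjusted p = 0.00778), and the stem and progenitor list did not pass at 48 h. Of the hypoxia list, which did not pass, Vegfa, a growth factor of blood vessels, fell at 48 h (-0.78, adjusted p = 0.00953) and Ndrg1, a stress-responsive gene, rose (0.85, adjusted p = 0.00526). Of the pluripotency network, Klf5, a relative of Klf4, fell at 72 h (-0.81, adjusted p = 0.00613). Cebpb, a transcription factor of monocytes and granulocytes (0.53, adjusted p = 0.00763), and Irf4, one of plasma cells and macrophages (1.55, adjusted p = 0.00907), rose at 48 h. Klf5 was also lower at 48 h, and at 72 h Vegfa was lower and Cebpb higher, each past the threshold. The call of Klf5 at 48 h ended without control 2 (adjusted p = 0.0512). That of Cebpb at 72 h ended without control 2 or Dox 72 h 2 (up to 0.0568).

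The first principal component held 38.7% of the variance, with controls at -42.2, -31.8 and -15.9, 48 h arrays at 19.1, -18 and -20.5, and 72 h arrays at 12.2, 23.2 and 73.9. Single markers on Dox 72 h 3, with both other 72 h arrays after them, were Cd3g of T cells (6.93; 4.48 and 3.64), Ppbp of platelets (7.81; 5.16 and 4.96) and Car2 of erythroid cells (8.86; 6.76 and 6.85). On control 3 they were at 4.89, 6.86 and 8.01.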
